# Contraction Band Necrosis with Dephosphorylated Connexin 43 in Rat Myocardium after Daily Cocaine Administration

**DOI:** 10.3390/ijms231911978

**Published:** 2022-10-09

**Authors:** Shuheng Wen, Kana Unuma, Takeshi Funakoshi, Toshihiko Aki, Koichi Uemura

**Keywords:** cocaine, contraction band necrosis, connexin 43, adiponectin, apoptosis, mitochondria

## Abstract

Contraction band necrosis (CBN) is a common abnormality found in the myocardium of cocaine abusers, but is rarely reported in experimental models of cocaine abuse. Connexin 43 (Cx43) is essential for cardiac intercellular communication and the propagation of CBN. Under stress or injury, cardiac Cx43 is dephosphorylated, which is related to cardiomyocyte dysfunction and pathogenesis, whereas adiponectin exerts beneficial effects in the myocardium. In this study, we explore the effects of cocaine on cardiac Cx43 in vivo. Rats were administered cocaine via the tail vein at 20 mg/kg/day for 14 days, and showed widespread CBN, microfocal myocarditis and myocardial fibrosis, corresponding to a dysfunction of cardiac mitochondria under increased oxidative stress. The increase in dephosphorylated cardiac Cx43 and its negative correlation with the myocardial distribution of CBN after cocaine administration were determined. In addition, apoptosis and necroptosis, as well as increased adiponectin levels, were observed in the myocardium after cocaine exposure. Accordingly, we found altered profiles of cardiac Cx43, CBN and its negative correlation with dephosphorylated cardiac Cx43, and the possible involvement of adiponectin in the myocardium after 14 days of cocaine administration. The latter might play a protective role in the cardiotoxicity of cocaine. The current findings would be beneficial for establishing novel therapeutic strategies in cocaine-induced cardiac consequences.

## 1. Introduction

Cocaine is well-established to induce serious cardiovascular damage [1,2]. The cardiotoxicity of cocaine derives from its potent blockage of sodium channels, persistent elevation of catecholamine levels, and disruption of cellular Ca2+ homeostasis [3]. These effects result in elevated myocardial oxygen demand while simultaneously reducing myocardial oxygen supply [4,5,6]. The cocaine-induced excessive catecholamine and anoxia in the myocardium lead to an overwhelming increase in the intramyocellular Ca^2+^ concentration, which results in hypercontraction of the sarcomeres and subsequent myofibrillar rhexis, a condition known as contraction band necrosis (CBN, also referred to as coagulative myocytolysis) [7,8,9]. CBN appears as hypereosinophilic transverse bands in myocytes in isolated lesions or microscale clusters [10]. Instead of a pathognomonic feature, CBN can be observed in various conditions, including ischemic heart disease [11] and resuscitation [12]. It is considered one of the most common pathological findings in the myocardium of cocaine abusers [8]. The propagation of CBN in the myocardium is bound up with the potency of gap junctions, wherein cardiac connexin 43 (Cx43) is believed to play an essential role [13,14,15].

Cardiac Cx43 exists in myocardial gap junctions, which are primarily localized in intercalated discs [16,17]. In healthy myocardium, gap junctional Cx43 is in a phosphorylated state to enhance normal intercellular communication, which enables the exchange of electrical stimuli and synchronous myocardial contraction [18,19,20]. Sufficient evidence has been obtained from cardiac ischemia/reperfusion models to indicate the cardioprotective role of phosphorylated Cx43 [17], whereas under pathological conditions, dephosphorylated Cx43 undergoes lateral redistribution from the gap junctions and subsequent degradation, which results in the weakening of intercellular communication [21]. The dephosphorylation of cardiac Cx43 is related to cardiomyocyte apoptosis and myocardial fibrosis [22], as observed in arrhythmias, ischemic myocardial injury, and heart failure [23,24]. Similar cardiac consequences are observed under cocaine exposure, yet whether cardiac Cx43 plays a role in cocaine cardiotoxicity remains to be elucidated.

Adiponectin is a protein hormone that protects the cardiovascular system against stress and injury, as well as against numerous detrimental conditions, including atherogenesis, inflammation, and fibrosis [25,26,27]. AMP-activated protein kinase (AMPK) is a key mediator in most of these beneficial effects [28]. In addition, it has been determined that, in diabetic and septic models, adiponectin mitigates myocardial inflammation and dysfunction by regulating cardiac Cx43 expression [29,30]. However, the involvement of adiponectin in cocaine cardiotoxicity is still unknown.

Herein, we investigated the effects of cocaine on cardiac homeostasis using an in vivo model, in which rats were administered cocaine at a dose of 20 mg/kg/day via the tail vein for 14 days. We found widespread CBN and microfocal myocarditis and fibrosis in the myocardium after cocaine administration. Correspondingly, cardiac mitochondrial dysfunction and increased oxidative stress were observed. We also found an increase in dephosphorylated cardiac Cx43, and a negative correlation between CBN and dephosphorylated Cx43 in myocardial distribution after cocaine administration. Furthermore, the activation of pathways responsible for apoptosis and necroptosis, as well as the participation of adiponectin, were found in the myocardium after cocaine exposure. We believe that this is the first in vivo study revealing the alteration in the cardiac Cx43 profile and indicating the possible involvement of adiponectin in cardiomyocytes after cocaine administration. Taking advantage of the current findings, novel therapeutic strategies against cardiac consequences in cocaine addicts could be explored.

## 2. Results

### 2.1. Pathological Changes in Myocardium after 14 Days of Cocaine Administration via Tail Vein

Sufficient evidence from in vivo animal models has shown a relationship between cardiovascular disorders and cocaine exposure via intraperitoneal administration [31,32]. Thus, Hematoxylin-eosin (H&E) and Elastica Masson-Goldner (EMG) staining were performed in order to assess the condition of the myocardium in our cocaine abuse model, applying tail vein administration (Figure 1B–G). The H&E results revealed microfocal myocarditis in the myocardium of the cocaine group with eosinophil-dominated infiltration. Focal myocytolysis, swollen cardiomyocyte nuclei, and bright myocardial cytoplasm were found around the myocarditis regions (Figure 1B,C). EMG staining of the myocardium from the cocaine group showed scattered perivascular fibrosis, with abundant green-stained collagen fibers surrounding the microvascular and infiltration into the interstitium (Figure 1D,E). Furthermore, we observed widespread CBN-like hypereosinophilic transverse bands in myocardium from the cocaine group (Supplementary Figure S1), which we verified by Phosphotungstic Acid Hematoxylin (PTAH) staining [33]. PTAH staining verified CBN in the cocaine group by revealing extensive dense transverse contraction band lesions, accompanied by wavy myocardial fibers in the adjacent region (Figure 1F,G). Collectively, the histological findings demonstrate the pathological condition of the myocardium after 14 days of cocaine administration via the tail vein.

### 2.2. Cardiac Mitochondrial Dysfunction and Elevated Oxidative Stress in Myocardium

Mitochondrial dysfunction and oxidative stress play prominent roles in the cardiotoxicity of cocaine. Therefore, we determined the effects of cocaine on cardiac mitochondria. Firstly, we examined the status of cardiac mitochondrial oxidative phosphorylation. Immunoblotting of mitochondrial oxidative phosphorylation (OXPHOS) subunit proteins and the outer mitochondrial membrane 20 (TOM20) protein revealed a general trend toward decreased expressions, with significant decreases found for the expressions of complex IV and V proteins (Figure 2A). Complex IV is believed to play a central role in mitochondrial oxidative metabolism and oxidative stress [34]. Following the detection of transcripts, regulating complex IV determined significant downregulations of cytochrome c oxidase subunit I *(MT-CO1*) and cytochrome c oxidase subunit III (*MT-CO3*) (Figure 2B). These represent an impairment of mitochondrial bioenergetic function by cocaine cardiotoxicity. In contrast, endogenous OXPHOS complex I activity assays showed significantly elevated complex I activity in the cocaine group as compared to the control group (Figure 2C). Considering that the production of intracellular oxidative stress is mainly attributed to complex I [35], and that excessive complex I activity might lead to an elevation in the generation of reactive oxygen species (ROS), we examined the oxidative stress markers 4-hydroxy-2-nonenal (4-HNE) and 8-hydroxy-2′-deoxyguanosine (8-OHdG), which found apparently elevated oxidative stress in the myocardium of the cocaine group (Figure 2D,E). These findings suggest cardiac mitochondrial dysfunction after 14 days of cocaine administration.

### 2.3. Electron Microscopic Analysis of Myocardium after 14 Days of Cocaine Administration via Tail Vein

Given the indications of mitochondrial damage by cocaine administration (Figure 2), transmission electron microscopy was performed for the direct observation of cardiac mitochondria. The nuclei of cardiomyocytes in the cocaine group showed lighter nucleoplasm and chromatin clumping as compared to the nuclei in the control group (Figure 3A,B). This observation is in accordance with the nuclei of cardiomyocytes under stress or injury, similarly indicating a pathological condition of the myocardium of the cocaine group. Moreover, compared to the normally arranged myofibers, as well as well-shaped and evenly sized mitochondria with intact matrices, as observed in the control group, the cocaine group presented with discontinuous and ruptured myofibers, irregularly shaped mitochondria with unclearly structured matrices, and highly dense dots within or around mitochondria, which reflects Ca^2+^ overload (Figure 3C,D). In addition, we found a significantly increased cardiac mitochondria number with a simultaneous remarkable reduction in the cardiac mitochondrial cross-sectional area, as observed for the longitude sections of myocardial fibers in the cocaine group (Figure 3E,F). In general, the disrupted mitochondrial dynamics and mitochondrial fragmentation reflect dysfunction and injure cardiac mitochondria [36]. Therefore, we conclude that these observations confirm damage to cardiac mitochondria and cardiomyocytes after 14 days of cocaine administration.

### 2.4. Dephosphorylated Cardiac Cx43 and Its Distribution in Myocardium

In view of the role of Cx43 in CBN propagation and cardiac pathogenesis, we investigated Cx43 expression in the myocardium. Immunoblotting of total cardiac Cx43 showed a significantly increased Cx43 level, with a decreased percentage of phosphorylated Cx43 (44–46 kDa) and an increased percentage of dephosphorylated Cx43 (41 kDa) in the cocaine group (Figure 4A). The separate immunoblots for dephosphorylated Cx43 at serine 368 also showed an accordingly significant increase in the myocardium of the cocaine group, verifying the dephosphorylation of Cx43 after cocaine administration. This suggests an abnormal functioning of cardiac gap junctions after cocaine administration. The results of PTAH staining and immunochemistry of dephosphorylated Cx43 were compared in order to explore the association between CBN and Cx43 in the cardiotoxicity of cocaine (Figure 4B–I). Intriguingly, the region staining positive for dephosphorylated Cx43 in the histochemistry results appeared to be negatively correlated with the highly-stained region in the PTAH results in the myocardium of the cocaine group (Figure 4B,C). In the CBN region of the myocardium from the cocaine group, the staining seems to be restricted to the cytosol and nucleus, while in the areas adjacent to or absent from CBN, the dephosphorylated Cx43 staining was mostly observed at the intercalated discs (Figure 4D–G). In addition, the level of dephosphorylated Cx43 staining was increased in the cocaine group as compared to the control, which is consistent with the immunoblot results showing an increased level of dephosphorylated Cx43 (Figure 4G,I). The expression and distribution of cardiac Cx43 demonstrates the dephosphorylation of Cx43 and its negative connection with CBN in the myocardium after 14 days of cocaine administration.

### 2.5. Involvement of Apoptosis and Necroptosis in the Damage to the Myocardium Caused by Cocaine Administration

As mentioned in “Introduction”, dephosphorylation of cardiac Cx43 leads to the apoptosis of cardiomyocytes. We therefore examined the expressions of apoptosis-related markers by immunoblotting. Protein kinase B (Akt) is an important intracellular regulator that inhibits apoptosis [37]. We found a downregulation of the proportion of the phosphorylated (activated) form of Akt at serine 473 in total Akt, along with increased expressions of the proapoptotic protein BCL2 associated X (Bax), and the activated apoptotic marker cleaved caspase-3 [38] in the myocardium of the cocaine group as compared to the control group (Figure 5A). Furthermore, terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) analysis also revealed apparently increased TUNEL-positive stained cardiomyocytes in the cocaine group (Figure 5B). These findings indicate the occurrence of apoptosis in the myocardium after 14 days of cocaine administration via the tail vein.

In addition to apoptosis, there are many other pathways implicated in the damage to the myocardium. For example, Ca^2+^ overload and oxidative stress can lead to cardiomyocyte death by either apoptotic or necrotic pathways [6]. Therefore, we also explored whether there are other cell death pathways active in the myocardium of the cocaine group, such as, for example, caspase-independent necroptosis [39]. Immunoblotting of necroptosis-related mediators revealed a significantly activated mixed lineage kinase domain-like protein (MLKL) yet only a slightly activated receptor-interacting protein (RIP) that was not statistically significant (Figure 5C). Thus, in addition to apoptosis, the necroptosis machinery might also play some role in the damage to the myocardium caused by cocaine administration. Considering that necroptosis plays a more important role in inflammation than apoptosis, the incomplete development of necroptosis seems to be consistent with the limited inflammatory findings in the myocardium of the cocaine group (Figure 1).

### 2.6. Possible Involvement of Adiponectin in Protecting the Myocardium after Cocaine Administration

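RNA labelled as left ventricle from 1 rat given cocaine and from 1 control rat was hybridized to 1 Clariom S array each, a microarray that measures each transcript with 1 set of short probes. The cocaine rat had received 20 mg/kg/day through the tail vein for 14 days. The paper describes the control rats as given saline on the same schedule, whereas the sample labels give the control as unstimulated. With 1 array per condition there are no replicates, so no difference below carries an SD or a p-value, and each describes these 2 arrays only. The deposited values were normalized intensities on a linear scale, from 4.50 to 999971 on the cocaine array with a median of 180.9, and from 4.91 to 999971 on the control array with a median of 181.6. The submitters' processing notes name MAS5 for these values, and the paper names the Transcriptome Analysis Console. Of the 24834 probe sets, 15049 had 1 gene symbol in the platform annotation, none had several, and 8139 transcript probe sets had no name there. Intensities were put on the log2 scale and averaged over the probe sets of a gene, which gave 15037 genes, and the change of a gene was the cocaine value minus the control value.
Genes of lung epithelium were bright on both arrays, and most genes typical of heart muscle were dim. Sftpc, which encodes surfactant protein C of the alveolar epithelium, had the highest intensity of all genes on both arrays, 999971. Scgb1a1, a secretory protein of airway club cells, stood at 482560 on the cocaine array and 513553 on the control array, Sftpb, another surfactant protein, at 397089 and 453082, and Ager, a receptor abundant in alveolar type I cells, at 310685 and 308175. Myh7, the slow cardiac myosin heavy chain, stood at 31.9 and 29.0, and Ckm, the muscle creatine kinase, at 52.6 and 85.6, whereas Myl2, the ventricular form of the regulatory myosin light chain, stood at 6344 and 7778 and Actc1, the cardiac actin, at 5276 and 1842. These genes were picked after their values had been seen. An unnamed probe set that matches the myosin gene Myh6 in chromosome and in the fold change printed in the paper stood at 1505 and 359. A further list of alveolar and airway epithelium markers was then written before the values of its members were looked up. All 28 of its measured members lay above the background limit on both arrays, with a median level at percentile 95.9 of all genes on the cocaine array and 95.6 on the control array. Of 30 measured members of a further list of cardiomyocyte markers written in the same way, 13 lay above that limit on the cocaine array and 10 on the control array, with medians at percentiles 29.2 and 28.3. The median of 13 liver markers lay at percentiles 19.0 and 23.7, that of 11 kidney markers at 4.77 and 11.1, and that of 10 brain markers at 23.1 and 23.7. The background limit was the 95th percentile of 1155 olfactory and vomeronasal receptor genes, which are genes of sensory neurons of the nose, and was 64.1 on the cocaine array and 71.5 on the control array. Probe sets differ in how strongly they bind, so the levels of different genes give only a rough order.

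**Figure D1:**
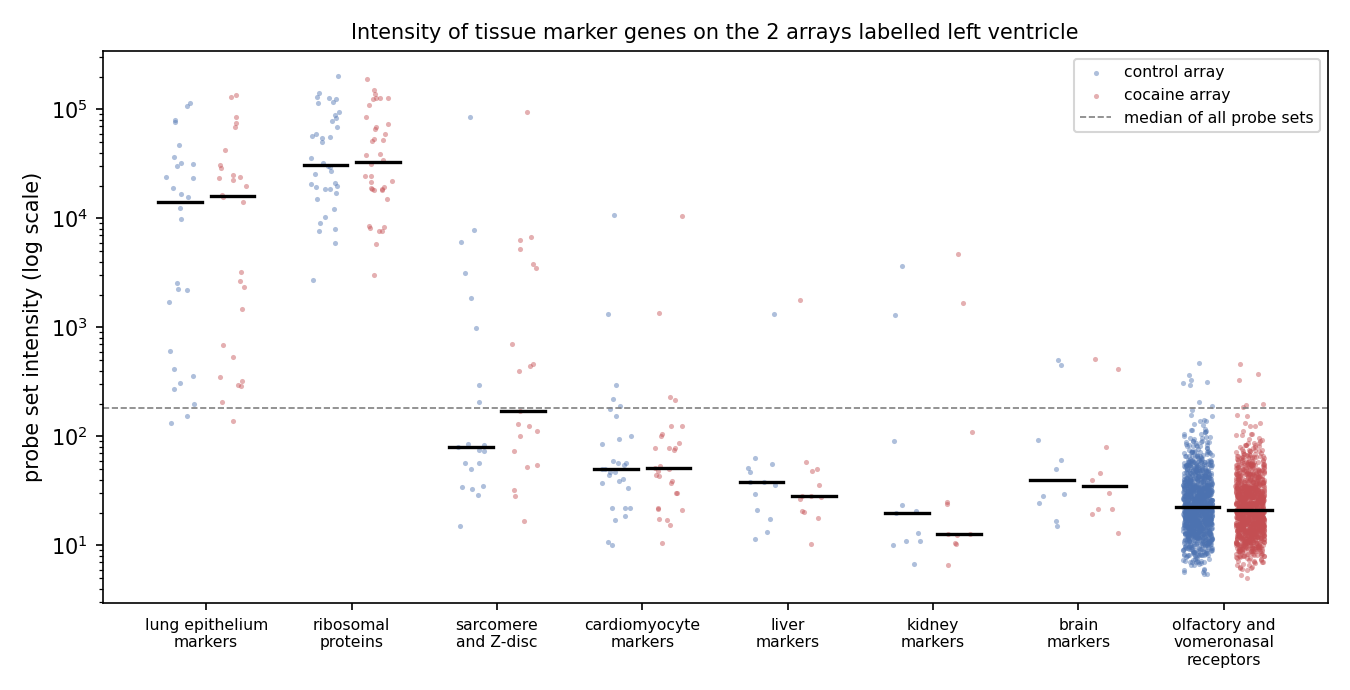
Intensity (log scale) of the members of the gene lists named below the axis and of the olfactory and vomeronasal receptor genes on the control and cocaine arrays; each point is 1 gene, the black lines are medians, and the dashed line is the median of all probe sets on the control array. The median of the lung epithelium markers was 15899 on the cocaine array and 14068 on the control array, against 50.7 and 50.2 for the cardiomyocyte markers.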

In order to obtain further insight into the changes in cellular status in the myocardium after cocaine treatment, we conducted a DNA microarray analysis. 

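Some genes of the sarcomere, of drug efflux and of neutrophils were among those with the largest differences between the cocaine and the control array, both labelled left ventricle. Tnnt2, the cardiac troponin T of the thin filament, had an intensity of 456.9 on the cocaine array and 82.8 on the control array, a 5.51-fold difference. Mb, the oxygen-binding protein of muscle, was 5.39-fold higher, at 398.3 against 73.9, and Myl7, the atrial form of the regulatory myosin light chain, was 3.83-fold higher, at 3783 against 987. Of 21 measured genes of the sarcomere and Z-disc, 17 were higher and 8 were at least 2-fold higher on the cocaine array, among them Tnni3 with a log2 fold change of 1.78 and Actc1 with 1.52. The control values of 3 others, Actn2, Ckmt2 and Csrp3, lay under the background limit, and with values under the higher of the limits of the arrays raised to it, a background floor chosen after the data were seen, these genes were at least 1.75-fold, 2.41-fold and 1.81-fold higher, and 6 genes of the list at least 2-fold. The median log2 fold change of this list was 0.59, above all of 10000 random lists of the same size and level (percentile 100), and 0.32 without the genes of the paper's Table 1 (percentile 99.97), or 0.15 for the latter with the background floor. With only members at or above the array median on either array, that of the whole list was 1.05. This filter favours genes that changed, since Tnnt2 and Mb, both of Table 1, passed it through the cocaine array alone. In 2 other muscle lists, most of whose members lay under the background limit on the control array, the further cardiomyocyte markers had a median of -0.039 (percentile 51.7) and 15 measured skeletal muscle markers, 4 of them above the background limit, one of 0.022 (percentile 73.7), with 0 genes at least 2-fold higher in either. Beside these muscle genes, the median of the further alveolar and airway epithelium markers differed by 0.08 between the arrays (percentile 70.1 of random lists). Its members went both ways, 15 higher and 13 lower. Those with the largest differences, picked by their values, were Scgb3a1 and Shh at 0.93 upward and Cyp4b1 at -0.29 downward.
Car3, a carbonic anhydrase abundant in muscle and fat, was 6.10-fold higher on the cocaine array, at 788.7 against 129.4. Alox15, a lipoxygenase of eosinophils and macrophages, was 4.92-fold higher, at 515.9 against 104.8. Abcb1b, which encodes a P-glycoprotein drug efflux pump, was 4.57-fold higher, at 32371 against 7082, and its relative Abcb1a was 3.52-fold higher, at 300.1 against 85.2. Over the 16 measured genes of drug transport and cocaine metabolism, however, the median log2 fold change was 0.07 (percentile 68.0) and Cyp2e1 had -0.78. Lcn2, an iron-binding protein of neutrophils and epithelium, was 3.63-fold higher, at 13039 against 3589. Of 13 measured neutrophil markers, which include Lcn2, 11 were higher, and 6 lay above the background limit on the control array. Their median log2 fold change was 0.59 (percentile 100), or 0.13 with the background floor. S100a8 had 1.27, S100a9 1.22, Mmp8 1.03 and Ngp 1.03, the last of these at or under the background limit on both arrays. With only members at or above the array median on either array, the median was 1.24. Only S100a8, S100a9, Csf3r and the Table 1 gene Lcn2 passed that filter, Csf3r through the cocaine array alone. Beside the neutrophil markers, genes of red blood cells were higher in 10 of 10 measured cases, with a median log2 fold change of 0.50 (percentile 100), the globin gene Hba-a3 at 0.96 and the heme synthesis gene Alas2 at 0.63. The band 3 anion exchanger gene Slc4a1 stood at 93.9 and 35.2, the control value under the background limit. Macrophage and monocyte markers had a median of -0.26 (percentile 0.03), with Folr2 at -0.72, the integrin gene Itgam at -0.60 and the complement gene C1qb at -0.57. Bpifa1, a secreted protein of airway epithelium, had an intensity of 3614 on the cocaine array and 509 on the control array, a 7.10-fold difference and rank 2 by rise among all named genes. Ankrd1, a muscle ankyrin repeat protein that responds to stretch, was 3.47-fold higher, at 2468 against 711.
Among the 8343 genes whose higher level reached the median of its array, 46 were at least 2-fold higher and 25 at least 2-fold lower on the cocaine array, and with no filter on level these counts were 105 and 90. Ttn and Myh6 had no named probe set in the annotation used here and were not analysed by name. The other genes of the paper's Table 1 were chosen by the study on these arrays, so they are not independent evidence of the direction of the lists that hold them.

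**Figure D2:**
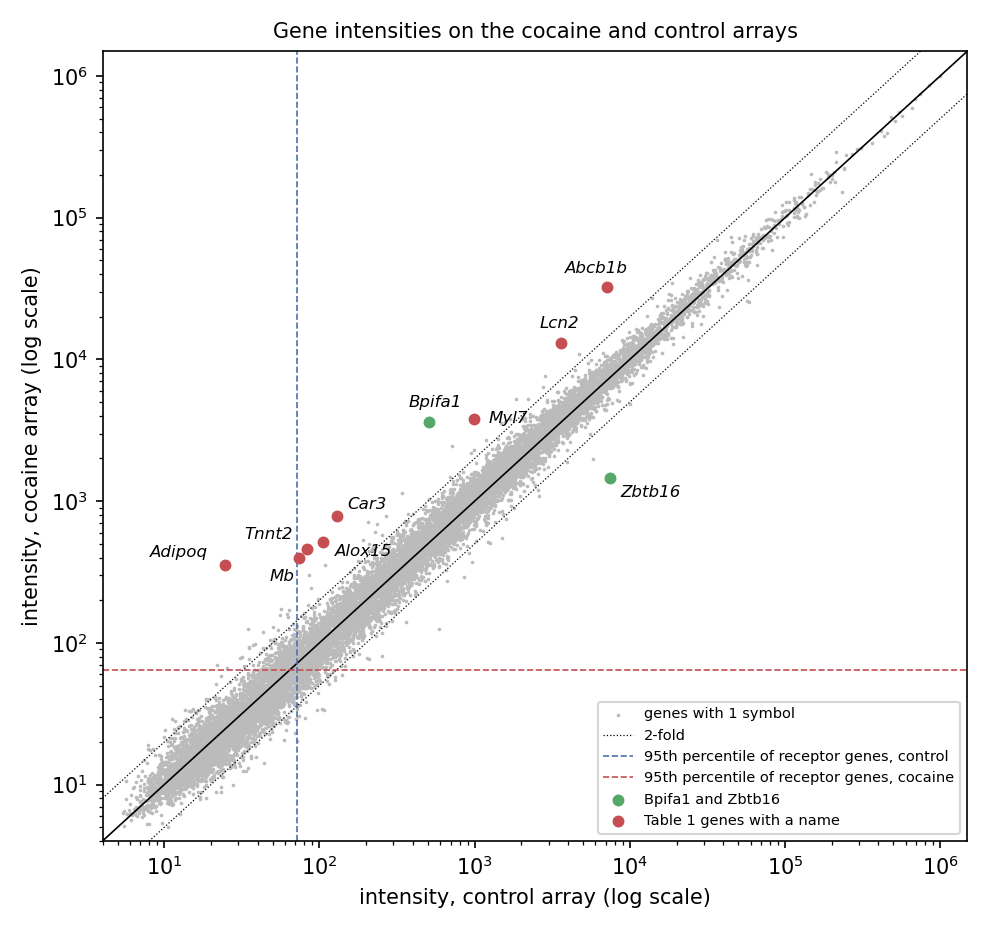
Intensity of each named gene on the cocaine array (vertical, log scale) against the control array (horizontal, log scale); each grey point is 1 gene, the solid line marks equal values, the dotted lines a 2-fold difference, and the dashed lines the background limit of each array. The named genes of Table 1 (red) and Bpifa1 (green) lie above the dotted lines and Zbtb16 (green) below them, and Adipoq lies to the left of the background limit of the control array.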

Table 1 lists the 10 genes that were most often upregulated in response to cocaine treatment. The microarray results revealed adiponectin (*Adipoq*) to be the most upregulated gene in the myocardium of the cocaine group (Table 1). 

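Adipoq, which encodes the hormone adiponectin made mainly by adipocytes, had an intensity of 352.1 on the cocaine array and 24.7 on the control array, both labelled left ventricle. This was a 14.28-fold difference, or a log2 fold change of 3.84, and rank 1 by rise among 15037 named genes. The next ranks were held by Bpifa1, Car3, Tnnt2 and Mb. On both arrays the markers of lung epithelium were bright and most of those of cardiomyocytes dim. None of the 8139 unnamed transcript probe sets changed by as much, whereas 2 of the 1646 control probe sets of the array did, 1 of them upward. The control value of Adipoq lay under the background limit of the control array, and its fold change therefore depends on how low values are treated. With values under the higher of the limits of the arrays raised to it, a setting chosen after the data were seen, Adipoq was at least 4.92-fold higher and took rank 6, behind Bpifa1, Car3, Tnnt2, Mb and Alox15. With values raised to the 25th percentile of each array, its log2 fold change was 3.22. The paper, which notes that adiponectin builds up in stressed or injured heart muscle, went on from the array to measure adiponectin and AMPK by immunoblotting, and from the higher levels of both proteins (Figure 6) it proposes a possible role of adiponectin in protecting the myocardium against cocaine.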

Adiponectin has been shown to accumulate in the myocardium in response to stress or injury. As a result, we performed immunoblotting in order to examine the expressions of adiponectin and its important effector AMP-activated protein kinase (AMPK). The levels of both proteins were significantly increased in the cocaine group (Figure 6), indicating the possible role of adiponectin in protecting the myocardium against cocaine toxicity. In the myocardium, adiponectin is mainly secreted by epicardial adipose tissue, with relatively limited amounts secreted by cardiomyocytes [40,41]. 

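On the arrays labelled left ventricle, the lists of white fat, of epicardium and mesothelium and of ventricular muscle markers had slightly higher medians on the cocaine array at deposited values. Not all members of these lists rose, and the differences shrank when values under the background limit were raised to it. On both arrays the further cardiomyocyte markers were dim and those of lung epithelium bright. Of 28 measured white adipocyte markers, 21 were higher and 7 lower. Besides Adipoq and Car3, Fabp4, the fatty acid carrier of adipocytes, macrophages and capillaries, was at least 2-fold higher, at 693.6 on the cocaine array against 235.0 on the control array. Lep, the adipocyte hormone leptin, stood at 59.1 and 36.1, under the background limit on both arrays. The median log2 fold change of the list was 0.31 (percentile 99.99 of random lists), and 0.27 without Adipoq and Car3 (percentile 99.93). With values raised to the background limit, these medians were 0.03 and 0.
Of 14 measured epicardium and mesothelium markers, 9 were higher and 5 lower, with a median log2 fold change of 0.30 (percentile 99.5), or 0.18 with the background floor. Krt8 and Krt18, keratins of simple epithelia that include those of the lung, had log2 fold changes of 1.20 and 0.73, and Aldh1a2, an enzyme of retinoic acid synthesis, 0.84. Wt1, a transcription factor of mesothelium, stood at 79.6 and 52.0, the control value under the background limit. Other members, picked after their values had been seen, did not rise in the same way. Msln, the mesothelial surface protein mesothelin, stood at 161.7 on the cocaine array and 161.8 on the control array. Upk1b had a log2 fold change of 0.08, and Tbx18 and Bnc1 lay under the background limit on both arrays. Of the cardiomyocyte lists, 7 of 9 measured ventricular markers were higher with a median of 0.32 (percentile 99.1), or 0.14 with the background floor, including the potassium channel gene Kcnj2 with 1.01, Irx4 with 0.45 and Irx5 with 0.43. The 2 that were lower were Myl2, at -0.29, and Myl3, another ventricular light chain, under the background limit on both arrays. The 15 measured atrial markers had a median of 0.02 (percentile 48.1), with Myl7, Sln and the myosin light chain gene Myl4, at 1.47, at least 2-fold higher also with the background floor. The natriuretic peptide gene Nppa stood at 97.4 and 38.2, the control value under the background limit, and was at least 1.36-fold higher with that floor. The level of an RNA in a piece of tissue does not show which cells it came from, and adiponectin protein that arrives with the blood leaves no RNA there.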

Our findings suggest that the increased level of adiponectin in the myocardium after 14 days of cocaine administration is mainly derived either from the epicardium or systematically, rather than from cardiomyocytes.

## 3. Discussion

Although CBN has been repeatedly reported among the postmortem findings in the myocardium of cocaine abusers, it is rarely reported in animal experiments of cocaine cardiotoxicity. In previous studies, CBN was induced separately by catecholamines or ischemia/reperfusion injury [10]. Ischemia/reperfusion-related CBN is associated with massive interstitial hemorrhaging with subsequent inflammatory infiltration [11]. In contrast, inflammation is not an inevitable event in catecholamine-induced CBN [42]. In our experiments, massive interstitial hemorrhaging and inflammation were not found in the myocardium after 14 days of cocaine administration via the tail vein. This suggests that cocaine-induced CBN is more likely attributable to catecholamine overload. Similarly, the presence of CBN and the absence of inflammatory infiltration have also been reported in heart samples from cocaine abusers [43]. The sparsely observed eosinophil-dominated myocarditis in the cocaine group is consistent with the characteristics of hypersensitivity myocarditis. Although not commonly seen, there are reports in which eosinophilic myocarditis was confirmed in cocaine dependents [1,43]. These might be related to the hypersensitive reaction towards cocaine or its metabolites. It is worth noting that intracellular calcium assay for cardiomyocytes will be helpful for better elucidation of the current findings, and is recommended for interested researchers.

Due to the short half-life of Cx43, most studies have been conducted in vivo or ex vivo, wherein the heart was harvested immediately (mostly less than 60 min) after pre-conditioning, in order to determine the instant status of Cx43 [15,44]. Although the hearts were harvested 24 h after the last administration in our experiments, we found an increased dephosphorylation of Cx43 under stress and injury that is consistent with previous findings [16]. This might reflect the persistent effect of cocaine or the relatively long-term cocaine administration in our experiments. It has been reported that myocardial damage induced by ischemia/reperfusion or diseases results in the rearrangement of Cx43, and is closely related to myocardial function [45]. Though it is fascinating to explore whether cocaine has a similar effect on cardiac Cx43, the rearrangement of Cx43 was not observed in our chronic cocaine administrated study. An acute administration model, either in vivo or ex vivo with instant sampling, may be more applicable to this point. There is evidence to suggest that the dephosphorylation of Cx43 contributes to arrhythmias and further cardiac injury [46]. In the myocardium of the cocaine group, we found increased intercalated, disc-localized, dephosphorylated Cx43 in CBN adjacent regions, which may play a role in cocaine-induced cardiac disorders. The current preliminary findings can serve as the basis of therapeutic strategies against cardiac consequences in cocaine addicts. Further examination of cardiac function will be beneficial for advancing our understanding of this point. It should also be noted that there are different phosphorylation sites of Cx43, whereas only serine 368 was determined in our study. Considering the interesting increased expression of total Cx43, the status of other phosphorylation sites of Cx43 would be worth pursuing in subsequent explorations. Aside from its canonical role, Cx43 is also detected in mitochondria, where it is implicated in processes including respiration and ROS generation [47]. The link between cocaine-induced mitochondrial damage and the role of mitochondrial Cx43 is another topic which requires illumination [48]. Co-immunoprecipitation assay or immunoelectron microscopy should be appropriate techniques in this field [49].

Our DNA microarray-based attempt to seek gene expression alterations after cocaine administration resulted in the unexpected finding that adiponectin is the gene most affected by cocaine under our experimental conditions. 

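In either direction, the change of Adipoq had rank 1 among the named genes of the arrays labelled left ventricle, and rank 7 with values raised to the background limit. The large falls on these arrays, on which lung epithelium markers were bright, included genes of cytotoxic lymphocytes and antigen presentation. Zbtb16, a transcription factor of innate-like lymphocytes and a target of glucocorticoids, was 5.15-fold lower on the cocaine array, at 1450 against 7467 on the control array, the largest fall of all named genes. Fam111a, a protease that acts in DNA replication, stood at 124.4 against 587.1. Gzma, Nkg7 and Prf1, genes of the cytotoxic granules of NK and T cells, had log2 fold changes of -1.53, -1.45 and -1.05. Of 15 measured T and NK cell markers, 11 were lower, with a median of -0.18 (percentile 1.91 of random lists). The 4 that were higher were Cd5 at 0.34, Cd4 at 0.27, Cd247 at 0.09 and Cd3g at 0.08. The T cell receptor genes Cd3d and Cd3e had -0.08 and -0.23, much less than the cytotoxic granule genes. With only members at or above the array median on either array, the median was -0.76. Cd3e and Gzmb passed that filter through the control array alone, and Cd3d, Cd3g, Cd5 and Cd247 did not pass it. All 8 MHC class II genes were lower, with a median of -0.65 (percentile 0), RT1-Ba at -1.31, RT1-DMb at -0.73 and RT1-Da at -0.68. RT1-Db1 stood at 38.2 on the cocaine array, under the background limit, against 81.3. Beside these genes, the 6 measured B cell and plasma cell markers had a median of -0.40 (percentile 0.63), with Cd79b at -0.73, and the macrophage and monocyte markers one of -0.26 (percentile 0.03).
Among genes whose higher level reached the median of its array, the other falls among the 12 largest were those of Frzb, a secreted Wnt antagonist, at -1.65, of the MHC genes RT1-N2 at -1.55 and RT1-DOa at -1.44, of Dlk1, an inhibitor of adipocyte differentiation, at -1.38, of Baat, a bile acid conjugating enzyme, at -1.37, of Depp1 at -1.36 and of Fam107a at -1.27. Of 22 measured immediate early genes, which respond quickly to stimuli, 15 were lower, with a median of -0.18 (percentile 0.93), including Dusp1 at -1.15, Zfp36 at -1.09 and Egr1 at -0.92. Nr4a3 stood at 34.0 and 71.2, under the background limit on both arrays. With values raised to the background limit, the median of this list was 0. Of 15 measured glucocorticoid response genes, 8 were lower and 7 higher, with a median of -0.07 (percentile 5.43), Cdkn1a at -0.91 and Sult1a1 at 0.89. Among 15 measured circadian clock genes 11 were higher and 4 lower, with a median of 0.29 (percentile 99.2). The period genes Per2 and Per3 were higher on the cocaine array, with log2 fold changes of 1.18 and 1.11, as was the clock output gene Dbp with 0.93. Npas2, a partner of the clock protein Bmal1, had -0.91, and the third period gene Per1 and Bmal1 itself each had -0.44.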

The cardiac protective role of adiponectin-AMPK has been well established in various models, including cardiac ischemia/reperfusion injury, diabetes, and cardiac hypertrophy [50,51,52]. It has been reported that cocaine exposure increases systematic adiponectin levels [53]. In our previous study on short-term cocaine administration, mitochondrial fission was found to act as an early compensation mechanism against the cardiotoxicity of cocaine, prior to the occurrence of structural changes [54]. The beneficial effect of adiponectin is also considered an early event in cardiac pathogenesis [28]. Combined with our current findings, adiponectin may act protectively against cocaine cardiotoxicity during the early stages of cardiac pathogenesis. It is worth noticing that high molecular weight (multimeric) adiponectin is assumed to be the biologically active form [55], whereas the adiponectin observed in our experiments consisted of both multimeric and monomeric forms. This may limit our ability to interpret the increased adiponectin level within the heart in this study. An in-depth elucidation of the role of adiponectin in protecting against the cardiotoxicity of cocaine requires further study, for instance, by applying knockout mice or antagonists of adiponectin-related pathways. It should be noted that the limitation of this study is the relatively small sample size; a follow-up study based on a bigger population is being pursued.

In conclusion, we have demonstrated that the administration of 20 mg/kg/day cocaine to rats through the tail vein for 14 days results in disordered myocardium with widespread CBN, mitochondrial dysfunction, increased dephosphorylation of Cx43, involvement of apoptosis and necroptosis, and participation of cardiac protective adiponectin. Differences among individual models may be present; yet, our findings should be helpful for advancing understanding of the cardiotoxicity of relatively long-term exposure to cocaine, as well as establishing novel therapeutic strategies in this field.

## 4. Materials and Methods

All methods were carried out in accordance with relevant guidelines and regulations.

### 4.1. Animals and Cocaine Administration

Animal experiments were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University, and in keeping with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines and regulations. Eight-week-old male Sprague Dawley rats were randomly divided into 2 groups and administered saline (control group, *n* = 3) or cocaine (cocaine group, *n* = 4). The dose of cocaine was 20 mg/kg/day after dose conversions from humans to rats, in order to reproduce the typical serum concentrations approaching acute cocaine poisoning overdose in humans [56,57]. Cocaine hydrochloride (CAS: 50-36-2, Shionogi & Co., Ltd., Osaka, Japan) was dissolved in saline and administered intravenously through the tail vein once a day for 14 days. The same volume of saline was given via the tail vein for control group rats on the same schedule. Twenty-four hours after the last administration, the rats were sacrificed by intraperitoneal injection of an overdose of sodium pentobarbital (40 mg/kg). The hearts were collected immediately and placed in phosphate-buffered saline solution (PBS, 4 °C, pH 7.4). The left ventricles were then evenly separated for the following histological and biochemical analyses.

### 4.2. Histological Analysis and Immunohistochemical Staining

Sections of the left ventricular specimens (2.5 μm thickness) for microscopy were prepared from tissues fixed in 4% paraformaldehyde and embedded in paraffin. Hematoxylin-eosin (H&E), Elastica Masson-Goldner (EMG), and Phosphotungstic Acid Hematoxylin (PTAH) staining were conducted for histological analysis of the myocardium. Immunohistochemical staining of dephosphorylated Cx43 was performed. In brief, deparaffinized sections were heated for 5 min in a 10 mM citrate buffer (pH 6.0) for antigen retrieval. Next, the activity of endogenous peroxidase was quenched by applying 0.3% hydrogen peroxide. The sections were then incubated with mouse 8-OHdG monoclonal antibody (diluted 100-fold; JaICA, Shizuoka, Japan) or mouse Cx43 monoclonal antibody (diluted 100-fold; #13-8300, Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4 °C. The following visualization of antigens was conducted applying Histofine Simple Stain MAX-PO (Multi) (Nichirei Biosciences Inc., Tokyo, Japan) and diaminobenzidine (Nichirei Biosciences Inc.) as the substrate. Controls for the immunostaining procedures were prepared by incubation in PBS in place of the primary antibody.

### 4.3. Transmission Electron Microscopy

Left ventricle specimens for transmission electron microscopy were prepared by washing the tissues in 0.1 M phosphate buffer (PB) and then fixing them with 2.5% glutaraldehyde and 4.5% paraformaldehyde in PB. The fixed specimens were then dehydrated and embedded in Epon epoxy resin after incubation in 1% osmium tetroxide for 2 h. Subsequently, ultrathin sections were prepared and stained with uranyl acetate and lead citrate. The sections were observed under a transmission electron microscope (H7100, Hitachi, Japan) and recorded using an AMT Advantage-HS CCD camera (AMT, Woburn, MA, USA). The number of mitochondria per field (magnitude at 10,000×) was recorded from 10 electron micrographs in each group. Cross-sectional areas of randomly selected mitochondria (*n* = 100 for each group) in longitude views of cardiac myofibrils at fields magnitude at 10,000× were counted using ImageJ software (ver1.53a).

### 4.4. Mitochondrial Electron Transport Chain Activity Detection

Left ventricle specimens for enzyme activity assays were immediately frozen at −80 °C. A Mitochondria Isolation Kit (ab110168, Abcam, Cambridge, UK) was used to extract mitochondria from the left ventricle. The protein concentrations of the extracts were determined and adjusted to 100 μg/mL by adding PBS. Mitochondrial oxidative phosphorylation (OXPHOS) Complex I enzyme activity was determined using a Complex I Enzyme Activity Assay Kit (ab109721, Abcam).

### 4.5. Immunoblotting

The lysates of left ventricle samples for immunoblotting were prepared in an STE buffer (320 mM sucrose, 10 mM Tris-HCl, 5 mM EDTA, 50 mM NaF, 2 mM Na_3_VO_4_, protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany)) for subsequent SDS-polyacrylamide gel electrophoresis. Next, immunoblotting was performed with total OXPHOS Rodent WB antibody cocktail (ab110413, Abcam), translocase of the outer mitochondrial membrane 20 (TOM20) antibody (#42406, Cell Signal Technology, Beverly, MA, USA), anti-4-hydroxy-2-nonenal (4-HNE) antibody (MHN-100P, Japan Institute for the Control of Aging (JaICA), Nikken SEIL Co., Ltd., Shizuoka, Japan), total Cx43 antibody (MAB3067, EMD Millipore Corporation, Burlington, CA, USA), and dephosphorylated Cx43 antibody (Thermo Fisher Scientific). Cx43 antibodies were selected based on a former study [21], phosphorylated protein kinase B (Akt, Ser473, phosphorylation site was selected according to former study [37]) antibody (#9271, Cell Signal Technology), Akt antibody (#9272, Cell Signal Technology), BCL2 Associated X (Bax) antibody (#5023, Cell Signal Technology), cleaved caspase-3 antibody (#9661, Cell Signal Technology), phosphorylated-receptor-interacting protein (RIP, Ser166) antibody (#44590, Cell Signal Technology), total RIP antibody (#551041, BD Biosciences, USA), phosphorylated-mixed lineage kinase domain-like protein (MLKL, Ser358) antibody (#17-10400, EMD Millipore Corporation, Burlington, CA, USA), MLKL antibody (ab189612, Abcam), adiponectin antibody (GTX112777, GeneTex, Inc., Irvine, CA, USA), phosphorylated-AMP-activated protein kinase (AMPK, Thr172) antibody (#2535, Cell Signal Technology), total AMPK antibody (#5831, Cell Signal Technology), and actin antibody (A2066, Sigma-Aldrich, St. Louis, MO, USA). Visualization of antigens was conducted with peroxidase-bonded anti-mouse or rabbit IgG secondary antibodies (Promega Corporation, Madison, WI, USA) and enhanced chemiluminescence reagents (Thermo Fisher Scientific). The quantification of band densities was performed using CS analyzer 4 image analyzing software (Atto, Tokyo, Japan).

### 4.6. Real-Time Reverse Transcriptase-Mediated PCR Analysis

Real-time reverse transcriptase-mediated PCR analysis was performed as previously described [58]. The primers used are listed in Supplementary Table S1.

### 4.7. TUNEL Analysis

TUNEL analysis was performed using MEBSTAIN Apoptosis TUNEL Kit Direct (MLB International Corporation, New York, NY, USA). FITC and RHOD fluorescence were observed under a fluorescence microscope (DMi8, Leica).

### 4.8. Transcriptome Analysis

The total RNA of rats’ left ventricle samples for transcriptome analysis was extracted using a TRIzol reagent (Thermo Fisher Scientific) and further purified using a RNeasy Mini Kit (Qiagen, MD, USA). The purified total RNA was examined for integrity on a BioAnalyzer (Agilent Technologies) and hybridized into ClariomS array (Thermo Fisher Scientific). The results were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE200127, accessed on 7 April 2022). Microarray Data Analysis was conducted using Transcriptome Analysis Console (TAC) software (Thermo Fisher Scientific).

### 4.9. Statistical Analysis

Student’s t-test was applied in order to assess statistical significance. *p* < 0.05 was considered significant. Statistical analysis was conducted using GraphPad Prism (Version 9.0.0, GraphPad Software, San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
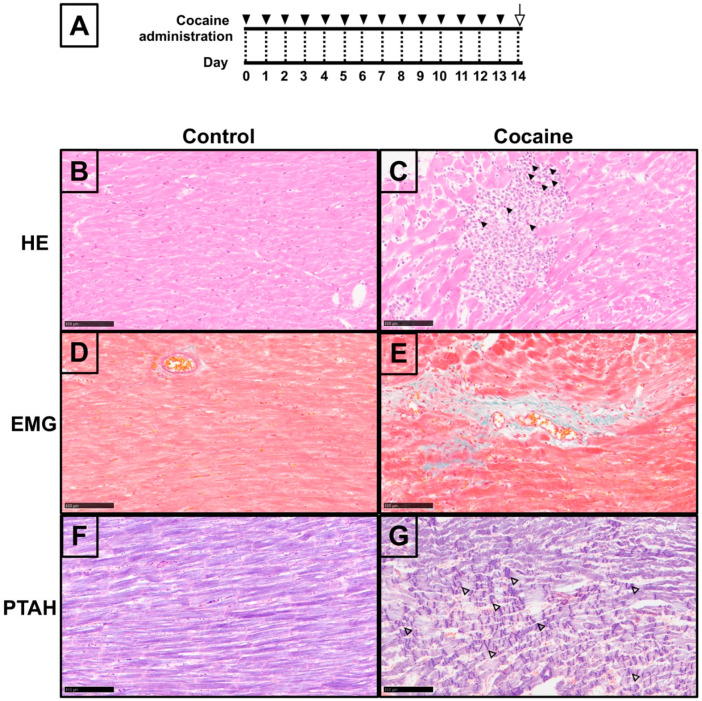
Microscopy of myocardium after 14 days of cocaine administration. (**A**) Timeline of experimental procedures. Rats were administrated with cocaine (20 mg/kg/day) and sacrificed on day 14. Filled arrowheads indicate cocaine administration. The open arrow indicates sample collection from sacrificed rats. (**B**) HE staining, (**D**) EMG staining, and (**F**) PTAH staining of the myocardium samples from the control group; (**C**) HE staining of the myocardium from the cocaine group, indicating myocarditis with eosinophil infiltration (arrowheads), focal myocytolysis, swollen cardiomyocyte nuclei, and bright myocardial cytoplasm around the myocarditis; (**E**) EMG staining of the myocardium from the cocaine group, showing perivascular fibrosis, abundant green-stained collagen fibers around the microvascular, and infiltration into the interstitium; (**G**) PTAH staining of the myocardium from the cocaine group, exhibiting broad transverse contraction band lesions (hollow arrowheads), and wavy myocardial fibers around the lesions. Scale bars = 100 μm.

**Figure 2:**
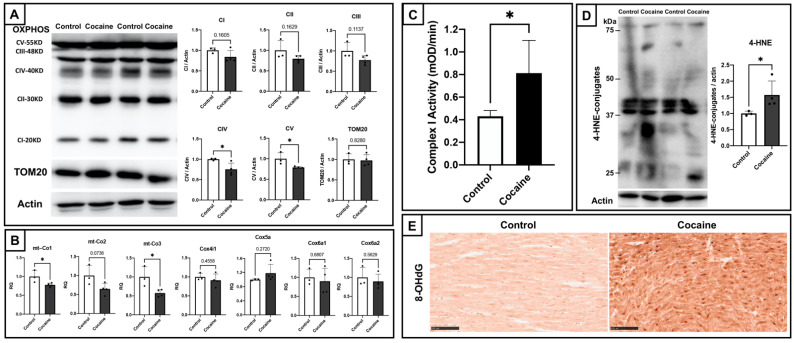
Cardiac mitochondrial dysfunction and elevated oxidative stress after 14 days of cocaine administration. (**A**) Protein expression levels of mitochondria oxidative phosphorylation subunits (OXPHOS) and translocase of outer mitochondrial membrane 20 (TOM20) in the rat’s left ventricle after cocaine administration. Levels of actin served as the internal control, CI~V, complex I~V. (**B**) Expression levels of cytochrome c oxidase subunit I (*mt-Co1*), cytochrome c oxidase subunit II (*mt-Co2*), cytochrome c oxidase subunit III (*mt-Co3*), cytochrome c oxidase subunit 4I1 (*Cox4i1*), cytochrome c oxidase subunit 5A (*Cox5a*), cytochrome c oxidase subunit 6A1 (*Cox6a1*), and cytochrome c oxidase subunit 6A2 (*Cox6a2*) after cocaine administration, as examined by qPCR. GAPDH levels served as an endogenous control. (**C**) Detection of endogenous Cox I activity in rat cardiac mitochondria isolated from myocardium samples of control group and cocaine group rats. (**D**) Protein expression of 4-hydroxy-2-nonenal (4-HNE) modified proteins in the rat’s left ventricle after cocaine administration. (**E**) Immunohistochemical analyses of 8-OHdG in the myocardium. Increased immunoreactivities to 8-OHdG in the cocaine group are shown. Scale bars = 100 μm. Levels of actin served as the internal control. Individual values are presented in black bullets. Each bar represents mean and S.D. *, *p* < 0.05.

**Figure 3:**
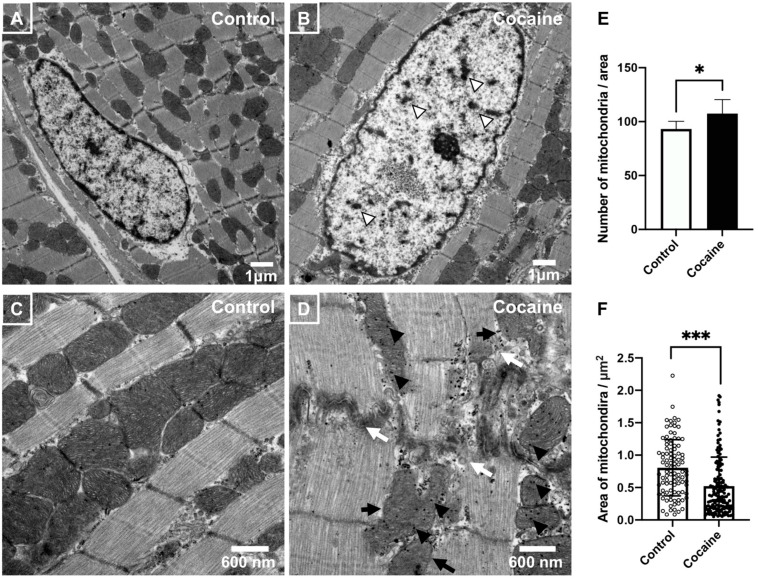
Transmission electron micrographs of left ventricle samples from the control and cocaine groups. (**A**,**B**) Nucleus of cardiomyocytes: the nuclei in the cocaine group shows lighter nucleoplasm and chromatin clumping (hollow arrowheads) as compared to the nuclei in the control group, scale bars = 1μm. (**C**) Control group: normally arranged myofibers and mitochondria, evenly sized mitochondria with intact matrix. (**D**) Cocaine group: discontinuous and ruptured myofibers (white arrows), irregularly shaped mitochondria with unclear matrix structure (black arrows) and mitochondrial densities (black arrowheads; a sign of Ca^2+^ overload), scale bars = 600 nm. (**E**) The number of mitochondria per field in control and cocaine group rats. (**F**) Mitochondrial area in control and cocaine group rats. Comparison of the distribution of the mitochondrial area in control and cocaine group rats is shown. Over 100 mitochondria were measured in each group; areas were measured in the longitudinal view of myofibrils. Each white and black bullet stands for the area of measured mitochondrion in control and cocaine group, respectively. Each bar represents the mean and S.D., *, *p* < 0.05, ***, *p* < 0.001.

**Figure 4:**
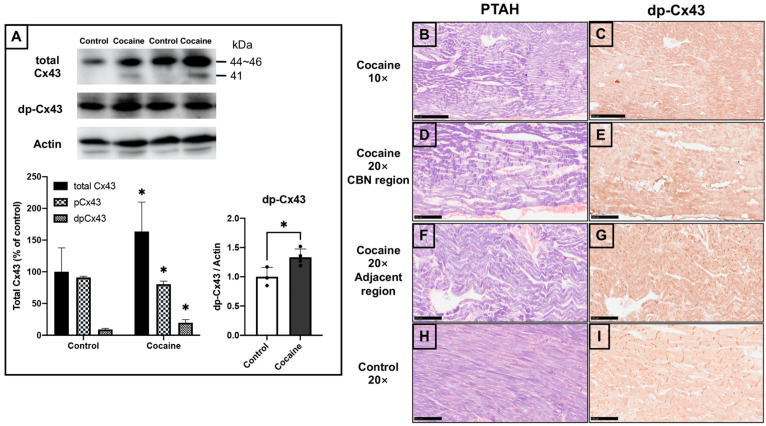
Dephosphorylated cardiac Connexin 43 and its distribution in myocardium after 14 days of cocaine administration. (**A**) The protein expressions of total Connexin43 (Cx43) and dephosphorylated Cx43 at Serine 368 (dp-Cx43) in the rat’s left ventricle after cocaine administration. Levels of actin served as the internal control. Band densities of total, phosphorylated, and dephosphorylated Cx43 in the cocaine group relative to the means of the control group. Individual values are presented in black bullets. Each bar represents mean and S.D. *, *p* < 0.05 (**B**) PTAH staining of myocardium samples from the cocaine group, scale bar = 250 μm. (**D**,**F**) PTAH staining of myocardium samples from the cocaine group, scale bar = 100 μm. (**H**) PTAH staining of myocardium samples from the control group, scale bar = 100 μm. (**C**) Immunohistochemistry of dp-Cx43 in left ventricle samples from the cocaine group, scale bar = 250 μm. (**E**,**G**) Immunohistochemistry of dp-Cx43 in left ventricle samples from the cocaine group, scale bar = 100 μm. (**I**) Immunohistochemistry of dp-Cx43 in left ventricle samples from the control group, scale bars = 250 μm.

**Figure 5:**
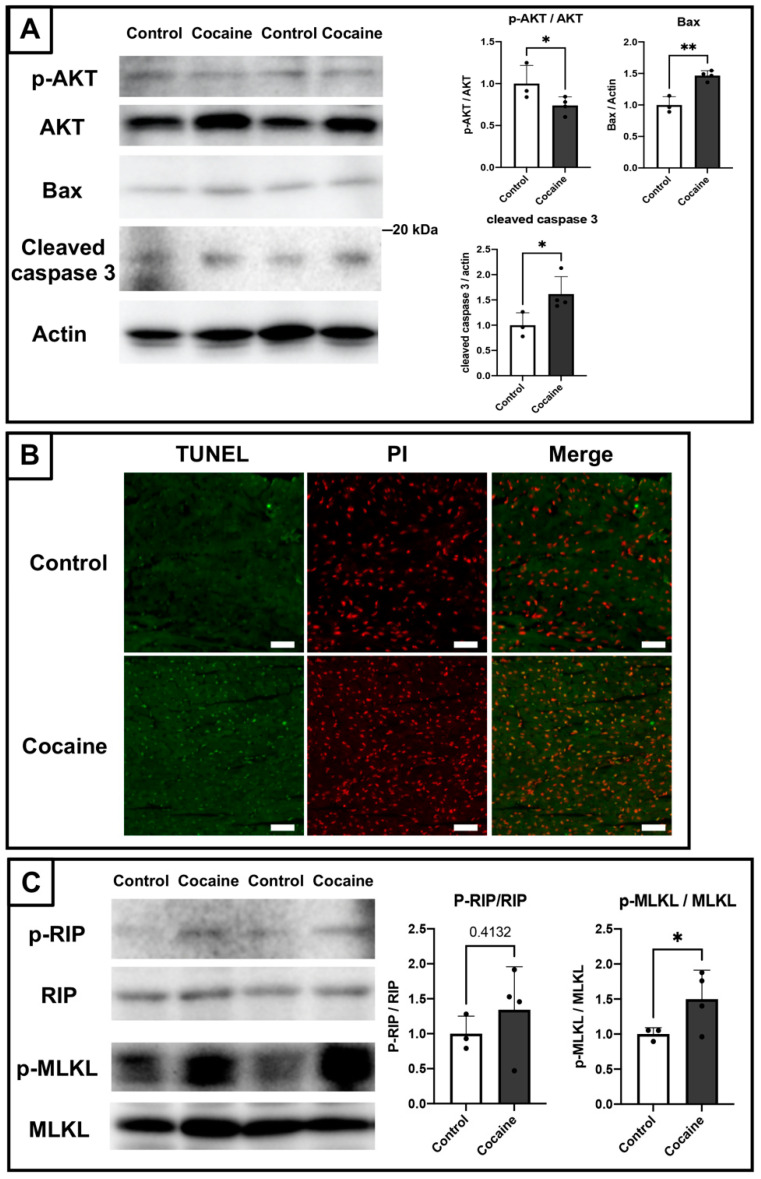
Occurrence of apoptosis and incomplete necroptosis in the myocardium after 14 days of cocaine administration. (**A**) Protein expressions of protein kinase B (AKT), phosphorylated AKT at ser473 (p-AKT), BCL2 Associated X (BAX), and cleaved caspase 3 in left ventricles from the control and cocaine groups. Levels of actin served as the internal control. (**B**) TUNEL staining in the myocardium. Nuclei were counterstained with propidium iodide (PI). Scale bars = 250 μm. (**C**) Protein expressions of receptor-interacting protein (RIP), phosphorylated RIP at ser166 (p-RIP), mixed lineage kinase domain-like protein (MLKL), and phosphorylated MLKL (p-MLKL) in left ventricles from the control and cocaine groups. Levels of actin served as the internal control. Individual values are presented in black bullets. Each bar represents mean and S.D. *, *p* < 0.05, **, *p* < 0.01.

**Figure 6:**
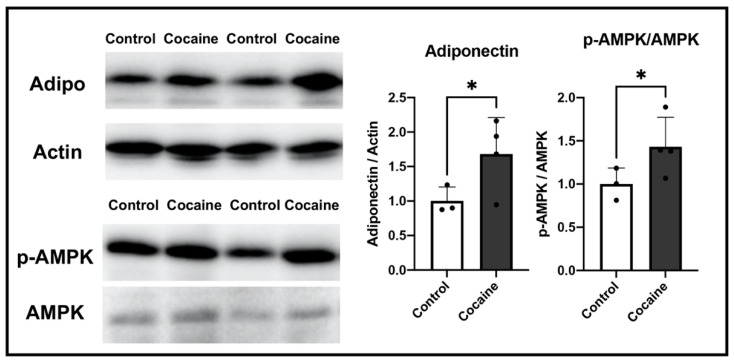
Possible involvement of adiponectin in the myocardium after 14 days of cocaine administration. Protein expressions of adiponectin (Adipo), AMP-activated protein kinase (AMPK), and phosphorylated AMPK (p-AMPK) in left ventricles from the control and cocaine groups. Levels of actin served as the internal control. Individual values are presented in black bullets. Each bar represents mean and S.D. *, *p* < 0.05.

**Table 1:** Rats’ left ventricular genes upregulated by cocaine.

	Gene	Fold Change	Description
1	*Adipoq*	14.28	adiponectin
2	*Ttn*	9.55	titin
3	*Car3*	6.1	Carbonic anhydrase 3
4	*Tnnt2*	5.51	Troponin T type 2
5	*Mb*	5.39	myoglobin
6	*Alox15*	4.92	Arachidonate 15-lipoxygenase
7	*Abcb1b*	4.57	ATP-binding cassette, subfamily B, member 1B
8	*Myh6*	4.19	Myosin heavy chain 6
9	*Myl7*	3.83	Myosin light chain 7
10	*Lcn2*	3.63	lipocalin2

Top 10 upregulated genes in the left ventricle in order of fold change (cocaine group compared to control group).

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article and its Supplementary Materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911978/s1.

## References

[1] Isner J.M., Estes N.M., Thompson P.D., Costanzo-Nordin M.R., Subramanian R., Miller G., Katsas G., Sweeney K., Sturner W.Q. (1986). Acute Cardiac Events Temporally Related to Cocaine Abuse. N. Engl. J. Med..

[2] Kloner R.A., Hale S., Alker K., Rezkalla S. (1992). The Effects of Acute and Chronic Cocaine Use on the Heart. Circulation.

[3] Phillips K., Luk A., Soor G.S., Abraham J.R., Leong S., Butany J. (2009). Cocaine Cardiotoxicity: A Review of the Pathophysiology, Pathology, and Treatment Options. Am. J. Cardiovasc. Drugs.

[4] Crumb W.J., Clarkson C.W. (1990). Characterization of Cocaine-Induced Block of Cardiac Sodium Channels. Biophys. J..

[5] Pitts W.R., Lange R.A., Cigarroa J.E., Hillis L.D. (1997). Cocaine-Induced Myocardial Ischemia and Infarction: Pathophysiology, Recognition, and Management. Prog. Cardiovasc. Dis..

[6] Georgieva E., Karamalakova Y., Miteva R., Abrashev H., Nikolova G. (2021). Oxidative Stress and Cocaine Intoxication as Start Points in the Pathology of Cocaine-Induced Cardiotoxicity. Toxics.

[7] Fineschi V., Wetli C.V., Paolo M.D., Baroldi G. (1997). Myocardial Necrosis and Cocaine. A Quantitative Morphologic Study in 26 Cocaine-Associated Deaths. Int. J. Leg. Med..

[8] Tazelaar H.D., Karch S.B., Stephens B.G., Billingham M.E. (1987). Cocaine and the Heart. Hum. Pathol..

[9] Karch S.B., Billingham M.E. (1986). Myocardial Contraction Bands Revisited. Hum. Pathol..

[10] Todd G.L., Baroldi G., Pieper G.M., Clayton F.C., Eliot R.S. (1985). Experimental Catecholamine-Induced Myocardial Necrosis. I. Morphology, Quantification and Regional Distribution of Acute Contraction Band Lesions. J. Mol. Cell Cardiol..

[11] Baroldi G. (1975). Different Types of Myocardial Necrosis in Coronary Heart Disease: A Pathophysiologic Review of Their Functional Significance. Am. Heart J..

[12] Karch S.B. (1987). Resuscitation-Induced Myocardial Necrosis. Catecholamines and Defibrillation. Am. J. Forensic. Med. Pathol..

[13] Garcia-Dorado D., Inserte J., Ruiz-Meana M., González M.A., Solares J., Juliá M., Barrabes J.A., Soler-Soler J. (1997). Gap Junction Uncoupler Heptanol Prevents Cell-to-Cell Progression of Hypercontracture and Limits Necrosis During Myocardial Reperfusion. Circulation.

[14] Ruiz-Meana M., Garcia-Dorado D., Hofstaetter B., Piper H.M., Soler-Soler J. (1999). Propagation of Cardiomyocyte Hypercontracture by Passage of Na(+) through Gap Junctions. Circ. Res..

[15] Shintani-Ishida K., Unuma K., Yoshida K. (2009). Ischemia Enhances Translocation of Connexin43 and Gap Junction Intercellular Communication, Thereby Propagating Contraction Band Necrosis after Reperfusion. Circ. J..

[16] Severs N.J., Bruce A.F., Dupont E., Rothery S. (2008). Remodelling of Gap Junctions and Connexin Expression in Diseased Myocardium. Cardiovasc. Res..

[17] Schulz R., Görge P.M., Görbe A., Ferdinandy P., Lampe P.D., Leybaert L. (2015). Connexin 43 Is an Emerging Therapeutic Target in Ischemia/Reperfusion Injury, Cardioprotection and Neuroprotection. Pharmacol. Ther..

[18] Lampe P.D., Cooper C.D., King T.J., Burt J.M. (2006). Analysis of Connexin43 Phosphorylated at S325, S328 and S330 in Normoxic and Ischemic Heart. J. Cell Sci..

[19] Solan J.L., Marquez-Rosado L., Sorgen P.L., Thornton P.J., Gafken P.R., Lampe P.D. (2007). Phosphorylation at S365 Is a Gatekeeper Event That Changes the Structure of Cx43 and Prevents Down-Regulation by Pkc. J. Cell Biol..

[20] Xiao S., Shimura D., Baum R., Hernandez D.M., Agvanian S., Nagaoka Y., Katsumata M., Lampe P.D., Kleber A.G., Hong T. (2020). Auxiliary Trafficking Subunit Gja1-20k Protects Connexin-43 from Degradation and Limits Ventricular Arrhythmias. J. Clin. Invest..

[21] Beardslee M.A., Lerner D.L., Tadros P.N., Laing J.G., Beyer K.A., Yamada A., Kleber G., Schuessler R.B., Saffitz J.E. (2000). Dephosphorylation and Intracellular Redistribution of Ventricular Connexin43 During Electrical Uncoupling Induced by Ischemia. Circ. Res..

[22] Yang Y., Yan X., Xue J., Zheng Y., Chen M., Sun Z., Liu T., Wang C., You H., Luo D. (2019). Connexin43 Dephosphorylation at Serine 282 Is Associated with Connexin43-Mediated Cardiomyocyte Apoptosis. Cell Death Differ..

[23] Lo C.W. (2000). Role of Gap Junctions in Cardiac Conduction and Development: Insights from the Connexin Knockout Mice. Circ Res..

[24] Saffitz J.E. (2009). Arrhythmogenic Cardiomyopathy and Abnormalities of Cell-to-Cell Coupling. Heart Rhythm.

[25] Hui X., Lam K.S., Vanhoutte P.M., Xu A. (2012). Adiponectin and Cardiovascular Health: An Update. Br. J. Pharmacol..

[26] Yavuz S., Ece A. (2014). Mean Platelet Volume as an Indicator of Disease Activity in Juvenile Sle. Clin. Rheumatol..

[27] Fang H., Judd R.L. (2018). Adiponectin Regulation and Function. Compr. Physiol..

[28] Caselli C., D’Amico A., Cabiati M., Prescimone T., Del Ry S., Giannessi D. (2014). Back to the heart: The protective role of adiponectin. Pharmacol. Res..

[29] Leffler K.E., Abdel-Rahman A.A. (2020). Restoration of Adiponectin-Connexin43 Signaling Mitigates Myocardial Inflammation and Dysfunction in Diabetic Female Rats. J. Cardiovasc. Pharmacol..

[30] Liu L., Yan M., Yang R., Qin X., Chen L., Li L., Si J., Li X., Ma K. (2021). Adiponectin Attenuates Lipopolysaccharide-Induced Apoptosis by Regulating the Cx43/Pi3k/Akt Pathway. Front. Pharmacol..

[31] Moritz F., Monteil C., Isabelle M., Bauer F., Renet S., Mulder P., Richard V., Thuillez C. (2003). Role of Reactive Oxygen Species in Cocaine-Induced Cardiac Dysfunction. Cardiovasc. Res..

[32] Fineschi V., Baroldi G., Centini F., Cerretani D., Fiaschi A.I., Micheli L., Parolini M., Turillazzi E., Giorgi G. (2001). Markers of Cardiac Oxidative Stress and Altered Morphology after Intraperitoneal Cocaine Injection in a Rat Model. Int. J. Leg. Med..

[33] Todd G.L., Cullan G.E., Cullan G.M. (1980). Isoproterenol-Induced Myocardial Necrosis and Membrane Permeability Alterations in the Isolated Perfused Rabbit Heart. Exp. Mol. Pathol..

[34] Srinivasan S., Avadhani N.G. (2012). Cytochrome C Oxidase Dysfunction in Oxidative Stress. Free Radic. Biol. Med..

[35] Liu Y., Fiskum G., Schubert D. (2002). Generation of reactive oxygen species by the mitochondrial electron transport chain. J. Neurochem..

[36] Peng S.K., French W.J., Pelikan P.C. (1989). Direct cocaine cardiotoxicity demonstrated by endomyocardial biopsy. Arch. Pathol. Lab. Med..

[37] Zhou H., Li X.-M., Meinkoth J., Pittman R.N. (2000). Akt Regulates Cell Survival and Apoptosis at a Postmitochondrial Level. J. Cell Biol..

[38] Pawlowski J., Kraft A.S. (2000). Bax-induced apoptotic cell death. Proc. Natl. Acad. Sci. USA.

[39] Silke J., Rickard J.A., Gerlic M. (2015). The Diverse Role of Rip Kinases in Necroptosis and Inflammation. Nat. Immunol..

[40] Hirata Y., Kurobe H., Akaike M., Chikugo F., Hori T., Bando Y., Nishio C., Higashida M., Nakaya Y., Kitagawa T. (2011). Enhanced Inflammation in Epicardial Fat in Patients with Coronary Artery Disease. Int. Heart J..

[41] Piñeiro R., Iglesias M.J., Gallego R., Raghay K., Eiras S., Rubio J., Diéguez C., Gualillo O., Gonzalez-Juanatey J.R., Lago F. (2005). Adiponectin is synthesized and secreted by human and murine cardiomyocytes. FEBS Lett..

[42] Rosenbaum J.S., Billingham M.E., Ginsburg R., Tsujimoto G., Lurie K.G., Hoffman B.B. (1988). Cardiomyopathy in a Rat Model of Pheochromocytoma. Morphological and Functional Alterations. Am. J. Cardiovasc. Pathol..

[43] Virmani R., Robinowitz M., Smialek J.E., Smyth D.F. (1988). Cardiovascular Effects of Cocaine: An Autopsy Study of 40 Patients. Am. Heart J..

[44] Beardslee M.A., Laing J.G., Beyer E.C., Saffitz J.E. (1998). Rapid Turnover of Connexin43 in the Adult Rat Heart. Circ. Res..

[45] Görbe A., Varga Z.V., Kupai K., Bencsik P., Kocsis G.F., Csont T., Boengler K., Schulz R., Ferdinandy P. (2011). Cholesterol diet leads to attenuation of ischemic preconditioning-induced cardiac protection: The role of connexin 43. Am. J. Physiol. Circ. Physiol..

[46] Solan J.L., Lampe P.D. (2009). Connexin43 phosphorylation: Structural changes and biological effects. Biochem. J..

[47] Martins-Marques T., Ribeiro-Rodrigues T.M., Batista-Almeida D., Aasen T., Kwak B.R., Girao H. (2019). Biological Functions of Connexin43 Beyond Intercellular Communication. Trends Cell Biol..

[48] Varga Z.V., Ferdinandy P., Liaudet L., Pacher P. (2015). Drug-induced mitochondrial dysfunction and cardiotoxicity. Am. J. Physiol. Circ. Physiol..

[49] Wang M., Smith K., Yu Q., Miller C., Singh K., Sen C.K. (2019). Mitochondrial connexin 43 in sex-dependent myocardial responses and estrogen-mediated cardiac protection following acute ischemia/reperfusion injury. Basic Res. Cardiol..

[50] Shibata R., Sato K., Pimentel D.R., Takemura Y., Kihara S., Ohashi K., Funahashi T., Ouchi N., Walsh K. (2005). Adiponectin protects against myocardial ischemia-reperfusion injury through AMPK- and COX-2–dependent mechanisms. Nat. Med..

[51] Essick E.E., Ouchi N., Wilson R.M., Ohashi K., Ghobrial J., Shibata R., Pimentel D.R., Sam F. (2011). Adiponectin mediates cardioprotection in oxidative stress-induced cardiac myocyte remodeling. Am. J. Physiol. Circ. Physiol..

[52] Shibata R., Ouchi N., Ito M., Kihara S., Shiojima I., Pimentel D.R., Kumada M., Sato K., Schiekofer S., Ohashi K. (2004). Adiponectin-mediated modulation of hypertrophic signals in the heart. Nat. Med..

[53] You Z.B., Wang B., Gardner E.L., Wise R.A. (2019). Cocaine and Cocaine Expectancy Increase Growth Hormone, Ghrelin, Glp-1, Igf-1, Adiponectin, and Corticosterone While Decreasing Leptin, Insulin, Gip, and Prolactin. Pharmacol. Biochem. Behav..

[54] Wen S., Unuma K., Funakoshi T., Aki T., Uemura K. (2021). Altered cardiac mitochondrial dynamics and biogenesis in rat after short-term cocaine administration. Sci. Rep..

[55] Aso Y., Yamamoto R., Wakabayashi S., Uchida T., Takayanagi K., Takebayashi K., Okuno T., Inoue T., Node K., Tobe T. (2006). Comparison of Serum High-Molecular Weight (Hmw) Adiponectin with Total Adiponectin Concentrations in Type 2 Diabetic Patients with Coronary Artery Disease Using a Novel Enzyme-Linked Immunosorbent Assay to Detect Hmw Adiponectin. Diabetes.

[56] Heard K., Palmer R., Zahniser N.R. (2008). Mechanisms of Acute Cocaine Toxicity. Open Pharmacol. J..

[57] Nair A.B., Jacob S. (2016). A simple practice guide for dose conversion between animals and human. J. Basic Clin. Pharm..

[58] Funakoshi T., Furukawa M., Aki T., Uemura K. (2019). Repeated exposure of cocaine alters mitochondrial dynamics in mouse neuroblastoma Neuro2a. NeuroToxicology.

# Supplementary material for: Contraction Band Necrosis with Dephosphorylated Connexin 43 in Rat Myocardium after Daily Cocaine Administration
**Source:** Int J Mol Sci. 2022 Oct 9;23(19):11978. doi: 10.3390/ijms231911978
**Supplement:** Supplementary file 1

Supplementary Information

Contraction band necrosis with dephosphorylated connexin 43 in rat myocardium after daily cocaine administration

Shuheng Wen¹, Kana Unuma¹, Takeshi Funakoshi¹, Toshihiko Aki¹,
and Koichi Uemura¹

Supplementary Table S1. qPCR Primer Sequences

Gene	Primer	
mt-Co1 (rat)	Forward (5'-3')	GCT TTT GAC TGC TTC CTC CA
	Reverse (3'-5')	GCT AGG TTT CCG GCT AAG GG
mt-Co2 (rat)	Forward (5'-3')	ACA AGA CGC CAC ATC ACC TA
	Reverse (3'-5')	TGG GCG TCT ATT GTG CTT GT
mt-Co3 (rat)	Forward (5'-3')	AAA GGC CTC CGA TAC GGA AT
	Reverse (3'-5')	AAT TCC TGT TGG GGG TCA GC
Cox4i1 (rat)	Forward (5'-3')	TCT ACT TCG GTG TGC CTT CG
	Reverse (3'-5')	CCA CAT CAG GCA AGG GGT AG
Cox5a (rat)	Forward (5'-3')	TTT GAT GCT CGC TGG GTG AC
	Reverse (3'-5')	ACA TGC CCT CAA AGC AGC AT
Cox6a1 (rat)	Forward (5'-3')	TGA AGT CGC GAC ACG AAG AG
	Reverse (3'-5')	TTC ATA GCC AGT CGG AAG CG
Cox6a2 (rat)	Forward (5'-3')	CTA TCA CCA CCT CCG CAT CC
	Reverse (3'-5')	GAG TCT TCA AGG CTG CTC GT

mt-Co1: cytochrome c oxidase subunit I, mt-Co2: cytochrome c oxidase subunit II, mt-Co3: cytochrome c oxidase subunit III, Cox4i1: cytochrome c oxidase subunit 4I1, Cox5a: cytochrome c oxidase subunit 5A, Cox6a1: cytochrome c oxidase subunit 6A1, Cox6a2: cytochrome c oxidase subunit 6A2.

Supplementary Figure S1

Control

Cocaine

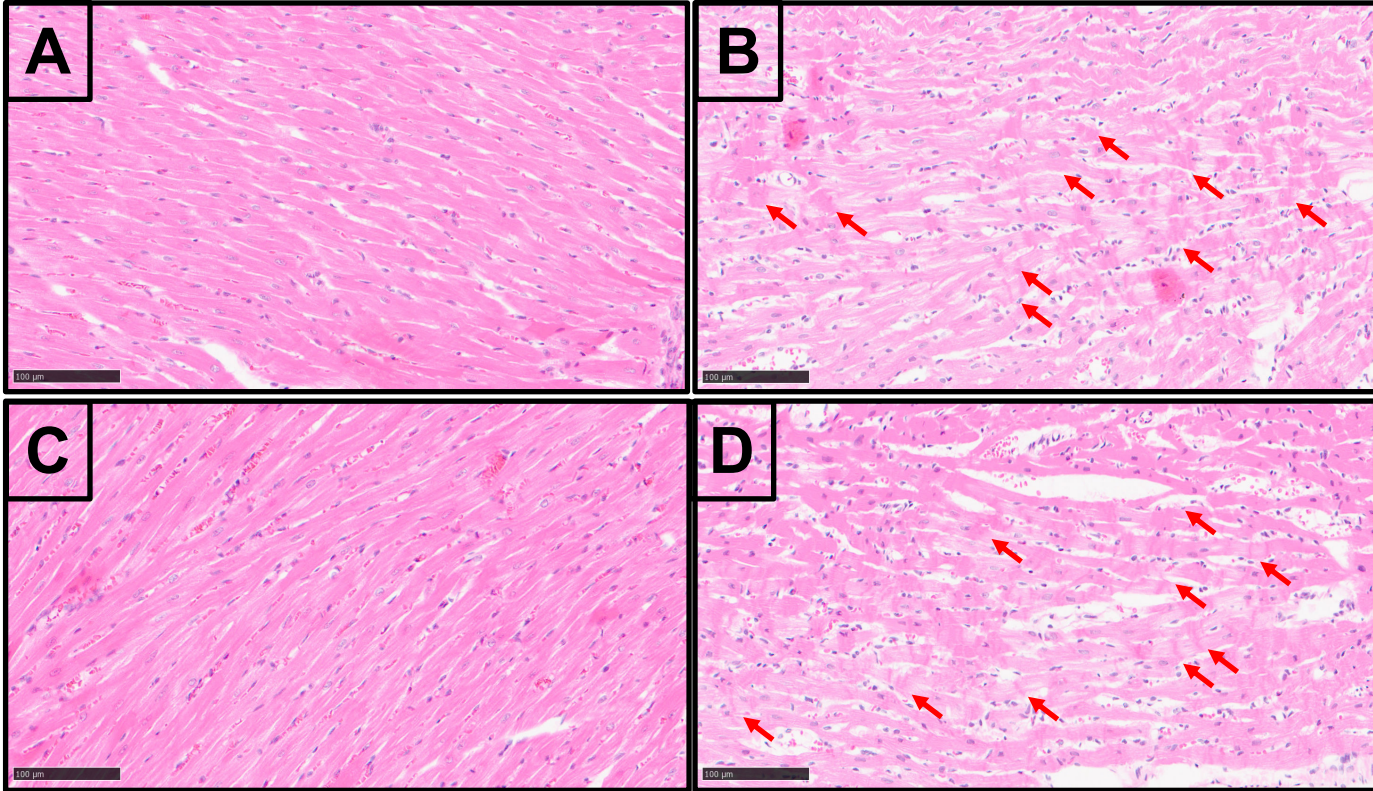

Hematoxylin and Eosin staining of myocardium after 14 days of cocaine administration. Left ventricular from (A), (C) control, and (B), (D) cocaine group indicating widespread CBN-like hypereosinophilic transverse bands in myocardium from the cocaine group (arrowheads). scale bars = 100 μm .

How the deposited data were processed for this re-analysis (not part of the article)

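RNA labelled as left ventricle of 1 cocaine rat and 1 control rat was measured on 1 Clariom S array each. The authors deposited 1 normalized intensity per probe set and array, on a linear scale. The submitters' processing notes name MAS5, and the paper's methods name the Transcriptome Analysis Console. The version, the genome build and the annotation are not given in the sources used here. The ratio of the cocaine to the control intensity of each of the 8 named genes of Table 1 equalled the fold change printed there to 2 decimals, which settled the scale and the direction of the values. The arrays were close to each other in distribution, with sorted log2 values that differed by at most 0.20.

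Genes were named from the platform annotation. Of the 24834 probe sets, 15049 had 1 gene symbol and entered the work, 8139 transcript probe sets had no name and 1646 were control probe sets. The symbols were checked against the RefSeq gene table of the GRCr8 assembly, used for names and chromosomes only. Of 14830 named probe sets, 99.5% carried in their ID the chromosome of the gene they are named for. Deposited intensities were put on the log2 scale with no pseudocount and averaged over the probe sets of a gene (10 genes had more than 1), and the log2 fold change was the cocaine value minus the control value. Counts of genes at least 2-fold higher or lower took genes whose higher level was at or above the median of its array. With 1 array per condition no test across animals could be made, and the number of arrays limits the precision. For a gene list, the median log2 fold change of its measured members was set against the medians of 10000 random lists of the same size, drawn from 20 bins of mean level. Its percentile describes these 2 arrays and is not a p-value. In all, 52 gene lists were fixed before the data were examined, as were the main settings and the rule for named genes, whereas some tests of explanations were chosen afterwards. That rule took the genes of Table 1, of the qPCR panel and of the immunoblots, the 12 largest rises and 12 largest falls among genes at or above the median level, and in each list described the 4 members with the largest change and those that changed at least 2-fold. The values of Table 1 had been seen in the paper beforehand. Lists of lung, heart, liver, kidney and brain markers were added after the brightest genes had been seen, and genes picked by their values are named as such.

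The arrays carry no flags for signal over background here. As a stand-in, a background limit was set after seeing the data at the 95th percentile of the olfactory and vomeronasal receptor genes of each array. It left 67.3% of genes above it on the cocaine array and 66.2% on the control array. The alternatives set beforehand were centring each array on its median, quantile normalization, a loess of the log2 difference on the mean level (span 0.3), a floor at the 25th percentile of each array, the highest probe set in place of the average, other level filters, and a 1.5-fold threshold. A floor at the background limit was added afterwards.

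The steps were tested on simulated data of 15037 genes, with levels and spread taken from the real arrays. Of 100 genes raised by a log2 fold change of 2, 99% came out at least 2-fold higher, against 48% of 100 genes raised by exactly 1 and 0.17% of 14837 unchanged genes. Of 200 unchanged lists of 20 genes, 3.5% fell outside the central 95% of random lists, and of 200 lists shifted by 0.5, 100% did. The simulated genes had a normal spread, so the 0.17% leaves out outlying values and need not hold for real genes. They also varied independently, so the 3.5% does not hold for lists of genes that vary together. On the real arrays the cytosolic ribosomal protein genes, with a median log2 fold change of only -0.029, lay at percentile 1.21. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used. Mitochondrially encoded genes, Ttn, Myh6 and Mlkl had no named probe set in the annotation used here and were not analysed by name.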

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

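The tests on wrong probe set names, on the deposited values, on sorted values of the arrays, on noise near background and on atrial against ventricular isoforms were chosen only after their results had been seen, and the lung and cardiomyocyte lists were written after the brightest genes had been seen but before the values of their members were looked up. The other tests were set before the data were examined. Genes that the paper does not discuss were at least 3-fold higher on the cocaine array than on the control array and among the 12 largest rises of genes whose higher level reached the median of its array: Bpifa1 with a log2 fold change of 2.83, Abcb1a with 1.82, Ankrd1 with 1.80 and Tnni3 with 1.78.

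Both arrays labelled left ventricle were bright for lung genes. Carry-over of some lung into a piece of heart is argued against by the cardiomyocyte markers, whose median level lay at percentile 29.2 on the array where it was higher, when a piece that was mainly heart would keep them among the brightest. Wrongly assigned names or values are argued against by the ribosomal protein genes, whose median lay at percentile 97.9 on the array where it was lower, with 99.5% of the named probe sets on the chromosome of their gene, and a deposit of other values than those the paper analysed by the folds of 8 of 8 named genes of Table 1, which equal the printed ones to 2 decimals. The median of the further alveolar and airway epithelium markers, at percentile 95.6 on the array where it was lower, is what RNA of lung would give, and liver, kidney and brain lists reached at most percentile 23.7. A candidate explanation is therefore that lung RNA was hybridized to both arrays, through a mix-up of tissue, RNA or array data before the paper's analysis; since the pattern stands on both arrays the design offers no biological explanation and none was tested, and no value here tells these mix-ups apart or bears on the protein and histology results of the paper.

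Adipoq was 14.28-fold higher on the cocaine array. Scaling between the arrays is argued against, since the sorted log2 values of the arrays differed by at most 0.20, far less than the 2.30 that remains for Adipoq with the background floor; the lowest log2 fold change under 3 scalings, 3.84, adds little, as they hardly moved any gene and the control value is dim. Chance noise of a dim value stays open: of the 5086 genes under the background limit on the control array 0 others rose by as much, but the rank 1 of Adipoq, known beforehand, fixes that count, and 1 control probe set rose by at least as much. More fat in the cocaine piece stays open, because the other white adipocyte markers had a median of 0.27, between the bounds set beforehand for deposited values, but 0 with the background floor, and of these 26 only 18 lay above the background limit on the control array, some of them, such as Scd, picked by its value, already bright there. A response to cocaine also stays open and was not tested, since each condition has 1 animal.

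The sarcomere genes of Table 1 were higher on the cocaine array. A larger share of cardiomyocyte RNA stays open, since the other sarcomere and Z-disc genes had a median log2 fold change of 0.32, between the bounds set beforehand for deposited values and above 99.97% of random lists, but 0.15 with the background floor, and only 10 of these 18 genes lay above the background limit on the control array, whereas the further cardiomyocyte markers, of which 10 of 30 lay above the background limit on the control array, had 12 members higher, 17 lower and 0 at least 2-fold higher, with a median of -0.039 (percentile 51.7). The atrial markers without Myl7 had a median of 0.012, within the bound set beforehand against atrial muscle, but 3 of these 14 members were at least 2-fold higher (2 with the background floor) while others, such as Nr2f2, picked by its value, were already bright on the control array and would hide a small share, so this bound decides little. At deposited values 4 isoform genes of atrial muscle (Myl7, Myl4, Sln and Nppa) were at least 2-fold higher and 0 of the ventricular ones (Myl2, Myl3, Myh7 and Nppb) were. This decides nothing, since the genes were picked after their values had been seen and 3 of the ventricular ones lay under the background limit on both arrays. The ventricular list fixed beforehand was higher too, at percentile 99.1 of random lists, but not through its myosin genes. Among these, Myl2 had -0.29, and Myl3 and Myh7 lay under the background limit on both arrays, so this list also decides little. Both arrays were bright for lung genes, so these values do not show which tissue the muscle RNA came from. A change in muscle cells with cocaine was not tested.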

How the results depend on the processing

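The background floor was chosen after seeing the data, and the other settings were set before. With no replicates, a gene's value was taken as moved when it shifted by more than the robust spread of genes of its level, a list median when it shifted by more than the SD of random lists, and a count or rank beyond 1.5 times. Centring, quantile normalization, loess and the highest probe set moved none of 134 named genes besides Adipoq and none of the ranks and counts, and they moved the median change of all genes by at most 0.01. Within that spread, Prkaa2 and Cox6a1, both close to 0, turned direction under quantile normalization and loess. The background floor moved 22 of the 134 genes and 12 of 28 list medians. It turned no direction, but it raises both arrays to the same value. A gene with 1 probe set can therefore shrink to no change under it but cannot turn. No paired analysis was possible because each condition has 1 array. Signal over background limits all values near the background limit, and the cause of other moves was not tested.

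Adipoq had a log2 fold change of 3.22 with the floor at the 25th percentile and 2.30 with the background floor, where its rank by rise was 6 and in either direction 7, since its control value is itself raised. Genes at least 2-fold higher numbered 105 with no filter on level, 17 with a filter at the 75th percentile and 375 at 1.5-fold, and genes at least 2-fold lower 90, 12 and 215. The Table 1 genes among the 10 largest rises stayed within 1.5 times of 8 under the scalings, both floors and the highest probe set. The same held with only genes at or above the array median on either array. They were not counted with the filter at the 75th percentile.

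With the floor at the 25th percentile, the median was 0.23 for white adipocyte markers and 0.22 for neutrophil markers. With the background floor, it was 0.027 for white adipocyte, 0.18 for epicardium and mesothelium, 0.47 for sarcomere and Z-disc, 0.14 for ventricular, 0.13 for neutrophil, -0.53 for MHC class II and 0 for immediate early genes. With only members at or above the array median on either array, it was 0.40 for epicardium and mesothelium, 1.05 for sarcomere and Z-disc, 1.24 for neutrophil and -0.76 for T and NK cell markers. That filter favours genes that changed, since a gene can pass it through the array where it is high. Ngp, Xirp2, Epb42 and the median of the eosinophil list came to -0.090 with the floor at the 25th percentile, which is the difference between the floors of the arrays. The apoptosis median of 0.05 turned to -0.00319 under quantile normalization and -0.022 under loess.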

Differences from the paper's values

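The fold changes of the 8 genes of Table 1 that have a name here matched those printed in the paper to 2 decimals. Ttn and Myh6 have no named probe set here, but the fold changes of 2 unnamed probe sets, 9.55 and 4.19, match those printed for these genes. The paper presents Table 1 as the genes most upregulated on the array. Of the 10 largest rises among named genes here, 8 are in that table. Bpifa1, with a fold change of 7.10, is not, although it lies above Car3 with 6.10. Neither is Actn2, whose control value lay under the background limit. It had rank 10 by rise, after Lcn2 at rank 9, so its absence is no difference from the table. Another 2 unnamed probe sets, with fold changes of 5.33 and 4.60, also lie above Lcn2, the lowest of the table. The paper describes the arrays as left ventricle. On both, the median level of the further cardiomyocyte markers lay at percentiles 29.2 and 28.3 and that of the further alveolar and airway epithelium markers at 95.9 and 95.6, whereas Actc1, Myl2 and Myl7 had intensities well above the background limit on both arrays.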

Other observations

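Several gene groups that the text has not yet described differed between the arrays labelled left ventricle. All 10 measured heat shock genes were higher, with a median of 0.31 (percentile 99.6), Hspb8 at 0.61, Hsph1 at 0.57 and Hspa8 at 0.46. Of 21 measured interferon response genes, 14 were lower with a median of -0.19 (percentile 0.33), Oas1b at -0.83 and Oas1a at -0.50, while Ifit1 was at 0.86. Genes of fatty acid oxidation had a median of 0.26 (percentile 99.7), or 0.15 with values raised to the background limit. Fabp3, the fatty acid carrier of muscle, stood at 77.6 and 30.7, the control value under that limit.

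The paper measured other genes and proteins by qPCR and immunoblotting in more animals, and the arrays hold RNA values for some of them. These values cannot check its left ventricle results, since lung epithelium markers were bright and most cardiomyocyte markers dim on both arrays. RNA levels also do not show the phosphorylated, dephosphorylated or cleaved protein forms that several of its blots measured. Of the nuclear cytochrome c oxidase genes of its qPCR panel, Cox6a2, the muscle form of subunit 6a, was at 119.3 on the cocaine array and 43.5, under the background limit, on the control array, while Cox5a had a log2 fold change of 0.22, Cox6a1 0.05, with no stable direction across scalings, and Cox4i1 -0.10. Nuclear genes of complexes I, II and III, IV and V had medians of 0.14, 0.23, 0.07 and 0.17 (percentiles 87.1, 95.2, 57.9 and 88.0). The 10 unnamed probe sets whose IDs place them on the mitochondrial chromosome had a median of -0.14, and 8 were lower and 2 equal on the cocaine array. That median has no percentile among random lists. Gja1, which encodes connexin 43, had a log2 fold change of 0.32 at 6924 against 5539, in a list of intercalated disc and connexin genes with a median of 0.15 (percentile 88.2), or 0.09 with the background floor, where Gjc1, connexin 45, was at 0.76. Bax had 0.31, Akt1 0.16, Akt2 -0.08, Ripk1 -0.11 and Tomm20 -0.02. The AMPK subunits Prkaa1 and Prkaa2 had 0.20 and 0.03, the latter with no stable direction across scalings, and the adiponectin and AMPK pathway list had a median of -0.09 (percentile 5.50), with Cdh13, a binding protein of adiponectin, at -0.38. Apoptosis genes had a median of 0.05 (percentile 50.1), with Casp9 at 0.71 and the anti-apoptotic Bcl2l1 at -0.56, and necroptosis and pyroptosis genes of -0.12 (percentile 8.81), or 0 with values raised to the background limit, with Il1b at 1.04. Calcium handling genes had a median of 0.17 (percentile 92.8), or 0.08 with values raised to the background limit. The sarcoplasmic reticulum gene Pln was at least 2-fold higher, at 531.9 against 191.0, and Casq2 stood at 105.7 against 50.9, the latter under that limit. Eosinophil and type 2 immunity genes had a median of 0.13 (percentile 90.8), or 0 with values raised to the background limit, with Alox15 as the gene that was at least 2-fold higher.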
